A study of Mus musculus with 69 samples. Its data were reported in "Mice Fed Rapamycin Have an Increase in Lifespan Associated with Major Changes in the Liver Transcriptome" (2014).

How the data were processed

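Livers of 69 C57BL/6J mice aged 25 months were measured, 1 array per mouse, in 4 groups given by the labels: control male (19), Rapa male (13), control female (16) and Rapa female (21). Rapamycin was fed at 14 ppm from 4 months of age for 21 months. The titles divide the Rapa males into Rapa-1 (7) and Rapa-2 (6). The animal numbers were divided into 7 runs, with limits at the group labels and the titles and, among control animals, at the widest gap in the numbers. The runs were taken as a possible order of collection or processing, since the labels give no chip or date. Since the limits follow the groups, no run can hold both diets.

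According to the paper, the authors extracted total RNA, amplified and labelled it as cRNA, hybridized it to Illumina MouseRef-8 bead arrays and read the signals with the vendor's software. The authors' non-normalized values are the average bead signal intensity per probe, without log or scaling. The deposited detection column is a score equal to 1 minus the detection p, as tested on its values, and was turned into a p here. The authors' processed values are log2 signals, quantile-normalized between arrays. The quantile-normalized log2 signals recomputed here matched them with a Pearson r of 0.99992 on every array. The number of arrays limits the precision, and for probes of weak signal the background does too.

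The arrays hold 25697 probes, and 0 signals were at or below 0, so plain log2 values were quantile-normalized over all probes and arrays. A probe was tested if its detection p was under 0.05 on at least 13 arrays, which kept 12442 probes. A further 10051 probes were detected on no array. Gene symbols came from the annotation of the platform, updated by gene identifier from RefSeq for 23962 probes. For 23978 probes there was 1 symbol, and 1719 without one were tested but not named. The 11730 tested probes with a symbol stand for 8729 genes, of which 2190 had more than 1 tested probe. The probe with the highest mean signal represents a gene, and the brightest other probe of the gene is given as its other probe.

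Comparisons were fitted with limma 3.58.1 in R 4.3.3, on the arrays of each pair of groups, with moderated two-sided tests and Benjamini-Hochberg adjustment over the tested probes. A transcript passed with adjusted p under 0.05 and a change of over 15%, the thresholds of the study. Sex-biased transcripts needed adjusted p under 0.01 and a log2 difference over 1 in size. The interaction of diet and sex was fitted on all 69 arrays with adjusted p under 0.05. Transcripts passing both in Rapa-2 males and in Rapa females were counted by direction and compared with the number expected of independent lists. The interaction was also fitted without Rapa-1 or without Rapa-2 males. Array measures of Rapa-2 and Rapa-1 males were compared by exact permutation tests over 1716 splits. The share of the sex difference moved is the Rapa male mean minus the control male mean, over the control female mean minus the control male mean.

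There were 38 gene lists, fixed before the data were examined, of liver pathways, protein complexes, sex-dependent and sex chromosome genes and cell type markers, with 2 of them made of the genes the study names. Each was tested over representative probes by limma's camera with a preset correlation of 0.01, Benjamini-Hochberg adjusted over the lists, and again with the estimated correlation and by fry, which asks only whether the genes of a list move 1 way on balance. Members that passed were counted over all probes and adjusted over the list alone. The rule for named genes, also set before the data were examined, takes the 8 highest and 8 lowest passing log2 differences of each comparison, up to 4 passing members of each list (or the 1 with the smallest adjusted p), and all sex chromosome and study-named genes. Values of Cyp2d9, Cyp17a1, A1bg, Nudt7 and Gstp1 in Rapa-2 males were chosen for print after they had been seen.

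The comparisons, thresholds and most alternatives were fixed before the data were examined. These alternatives were background correction by limma's neqc with an offset of 16, no detection filter, a stricter one at 0.01, the authors' processed values, median scaling, a pairwise test with pooled variance, where the paper's methods leave the variance open, 1 model of all arrays, no fold minimum, a minimum of 1.5-fold, and the replicate number in the titles as a block. Control arrays of a single run of animal numbers were also tried. Added after the data were seen were the run of animal numbers as a random block, the raw array median, the signal where the brightest 0.1% of probes begin or the share of detected probes as a covariate, leaving out Rapa females 1 and 2, and the block on title numbers for all Rapa males. Each count was set against 100 splits of the same arrays, the real one included.

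The fits were tested on simulated data with the group sizes of each comparison, 12442 probes and 200 changed genes. Of 100 genes changed by 1.3-fold, 79 to 90 were recovered, and of 100 changed by 2-fold, 96 to 100, with 3 to 8 false calls. The simulated arrays were drawn independently, with the spread of the second group in both groups. They hold no runs, no correlated probes and no unequal spread, so these rates need not hold for the real arrays. A block of chips was not fitted, since no chip is named for any array. Other measurements of the study were not analysed here.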

Results

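The series asks what long feeding of rapamycin, an inhibitor of the growth kinase mTOR, does to gene expression in the liver of old mice, and how males and females compare. One array was run for the liver of each of 69 C57BL/6J mice aged 25 months. Rapamycin was given in the diet at 14 ppm from 4 months of age, for 21 months. There were 19 control males, 13 Rapa males, 16 control females and 21 Rapa females. The labels divide the Rapa males into Rapa-1 (n = 7) and Rapa-2 (n = 6). The study drew that division from the expression values of the arrays analysed here, so p-values for Rapa-1 and Rapa-2 are descriptive and are not independent evidence of an effect of the diet.

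The Rapa-2 males stood apart from all other males before any scaling. Their median raw bead signal was 89.0 ± 4.23 (SD, n = 6), against 124 ± 5.37 in Rapa-1 males (n = 7) and 129.96 ± 10.6 in control males (n = 19). Control females gave 104 ± 7.85 (n = 16) and Rapa females 102 ± 7.26 (n = 21). The brightest 0.1% of probes began at a raw signal of 25499 ± 1657 in Rapa-2 males, 40843 ± 3693 in Rapa-1 males and 39003 ± 4633 in control males. An exact permutation test, two-sided, of Rapa-2 against Rapa-1 gave p = 0.000583 for each of these measures, the smallest that the 1716 possible splits allow. The share of probes detected was 42.1% ± 1.27 in Rapa-2 and 42.5% ± 1.56 in Rapa-1 males (exact permutation p = 0.632). After quantile normalization the first principal component carried 41.1% of the variance. On it control males lay at -29.5 ± 2.85 (SD), Rapa-1 males at -30.5 ± 4.05, Rapa-2 males at 8.42 ± 1.999, control females at 6.85 ± 5.53 and Rapa females at 29.2 ± 5.66. The animal numbers follow the same division. Rapa-1 males carry the numbers M341 to M352, Rapa-2 males M354 to M365 and control males M366 to M374 and M716 to M730. The control males M366 to M374, next in number to Rapa-2, had a median raw signal of 128.9 ± 9.52 (SD, n = 7) and lay at -28.9 ± 3.74 on the component. The numbers of control and Rapa animals nowhere interleave within a sex, so an effect of number order cannot be told apart from the diet.

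**Figure D1:**
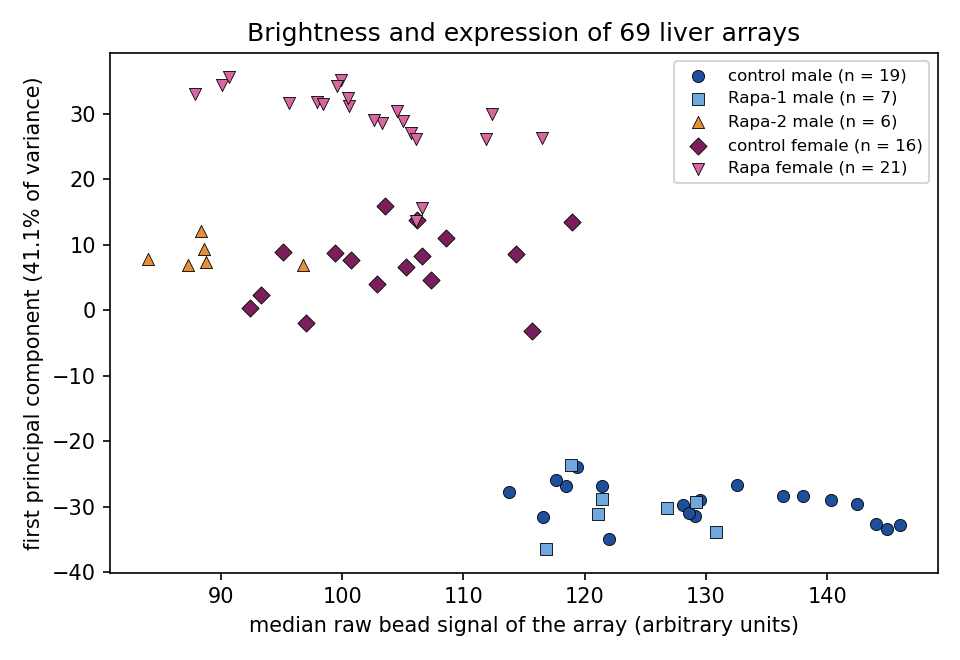
Median raw bead signal (arbitrary units) against the first principal component of quantile-normalized expression, 1 point per array, by group. The 6 Rapa-2 males lie at or under 96.8 on the brightness axis and beside the control females on the component, while Rapa-1 and control males share 1 cluster.

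Control females and control males differed first of all in the known sex-dependent genes of the mouse liver. Among genes higher in females were A1bg, a plasma glycoprotein (log2 difference 5.21 ± 0.49 SE, 16 of 16 arrays above the male mean), Hamp2, a relative of the iron hormone hepcidin (3.04 ± 0.44), the steroid hydroxylase Cyp17a1 (2.97 ± 0.37) and the transporter Slc22a26 (2.82 ± 0.21). Among genes lower in females were the male-specific P450 Cyp2d9 (-5.41 ± 0.19, adjusted p = 2.2e-23), the fatty acid hydroxylase Cyp4a12a (-4.11 ± 0.37), the urinary protein gene Mup21 (-3.65 ± 0.30) and the sulfotransferase Sult2a8 (-3.64 ± 0.30). Xist, the RNA of the inactive X chromosome, was higher in females by 1.24 ± 0.05 (adjusted p = 3.7e-22), and the Y-linked translation factor gene Eif2s3y was lower by a log2 difference of -2.41 ± 0.06 (adjusted p = 9.5e-29). Of the 27 tested genes listed as male-biased, 20 were lower in females and 2 higher, and 21 and 2 when adjusted over the list alone (adjusted p = 6.0e-08, and adjusted p = 0.331 with an estimated correlation). Of the 18 listed as female-biased, 13 were higher and 0 lower, with the same counts adjusted over the list alone (adjusted p = 0.00177, and adjusted p = 0.825 with an estimated correlation).

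Other gene groups were lower in control females than in control males, on arrays that were also dimmer: the brightest 0.1% of probes began at 27751 ± 2546 (SD) in control females and 39003 ± 4633 in control males. Whether brightness lowered these groups was not tested. Of 33 subunits of respiratory complex I, 10 were lower and none higher, among them Ndufb9 (-1.55 ± 0.10) and Ndufb2 (-1.25 ± 0.07). Of 12 subunits of cytochrome c oxidase, 3 were lower, with Cox7a2 at -1.51 ± 0.06. Of 22 genes of fatty acid oxidation and PPARα targets, 7 were lower, including the trifunctional protein subunit Hadhb (-2.52 ± 0.13) and the lipid droplet gene Cidec (-1.61 ± 0.23). The bile acid group had 7 of 15 lower and 1 higher, with the uptake transporter Slco1b2 at -2.42 ± 0.12, the conjugating enzyme Baat at -2.27 ± 0.11 and Cyp7b1 at -1.58 ± 0.17. Of 30 NRF2 and antioxidant genes, 11 were lower and 3 higher, among them the glutathione transferase Gstp1 (-1.34 ± 0.15) and thioredoxin, Txn1 (-1.25 ± 0.08, with its other probe at 0.04). Rapa-2 males, whose arrays were dim as well, were lower than control males in several of these genes by like amounts, Hadhb at -3.07, Baat at -2.56, Slco1b2 at -2.04, Ndufb9 at -1.71 and Txn1 at -1.50 (with its other probe at 0.00), while Cyp7b1 and Gstp1 were not lower there. Adjusted over the list alone the bile acid count was 8 lower and the other counts did not change. The adjusted p-values were 0.00187 for complex I, 0.0451 for cytochrome c oxidase, 0.00242 for fatty acid oxidation, 0.00615 for bile acids and 0.00253 for NRF2 genes. With an estimated correlation they were adjusted p = 0.906, 0.835, 0.906, 0.825 and 0.846 in that order. In all, 4433 of 12442 tested transcripts passed (2426 higher and 2007 lower in females), of 3143 genes, and 386 differed by more than 2-fold. By the stricter rule of the study, 37 sex-biased transcripts were higher in females and 337 higher in males, and with background correction the total was 809.

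**Figure D2:**
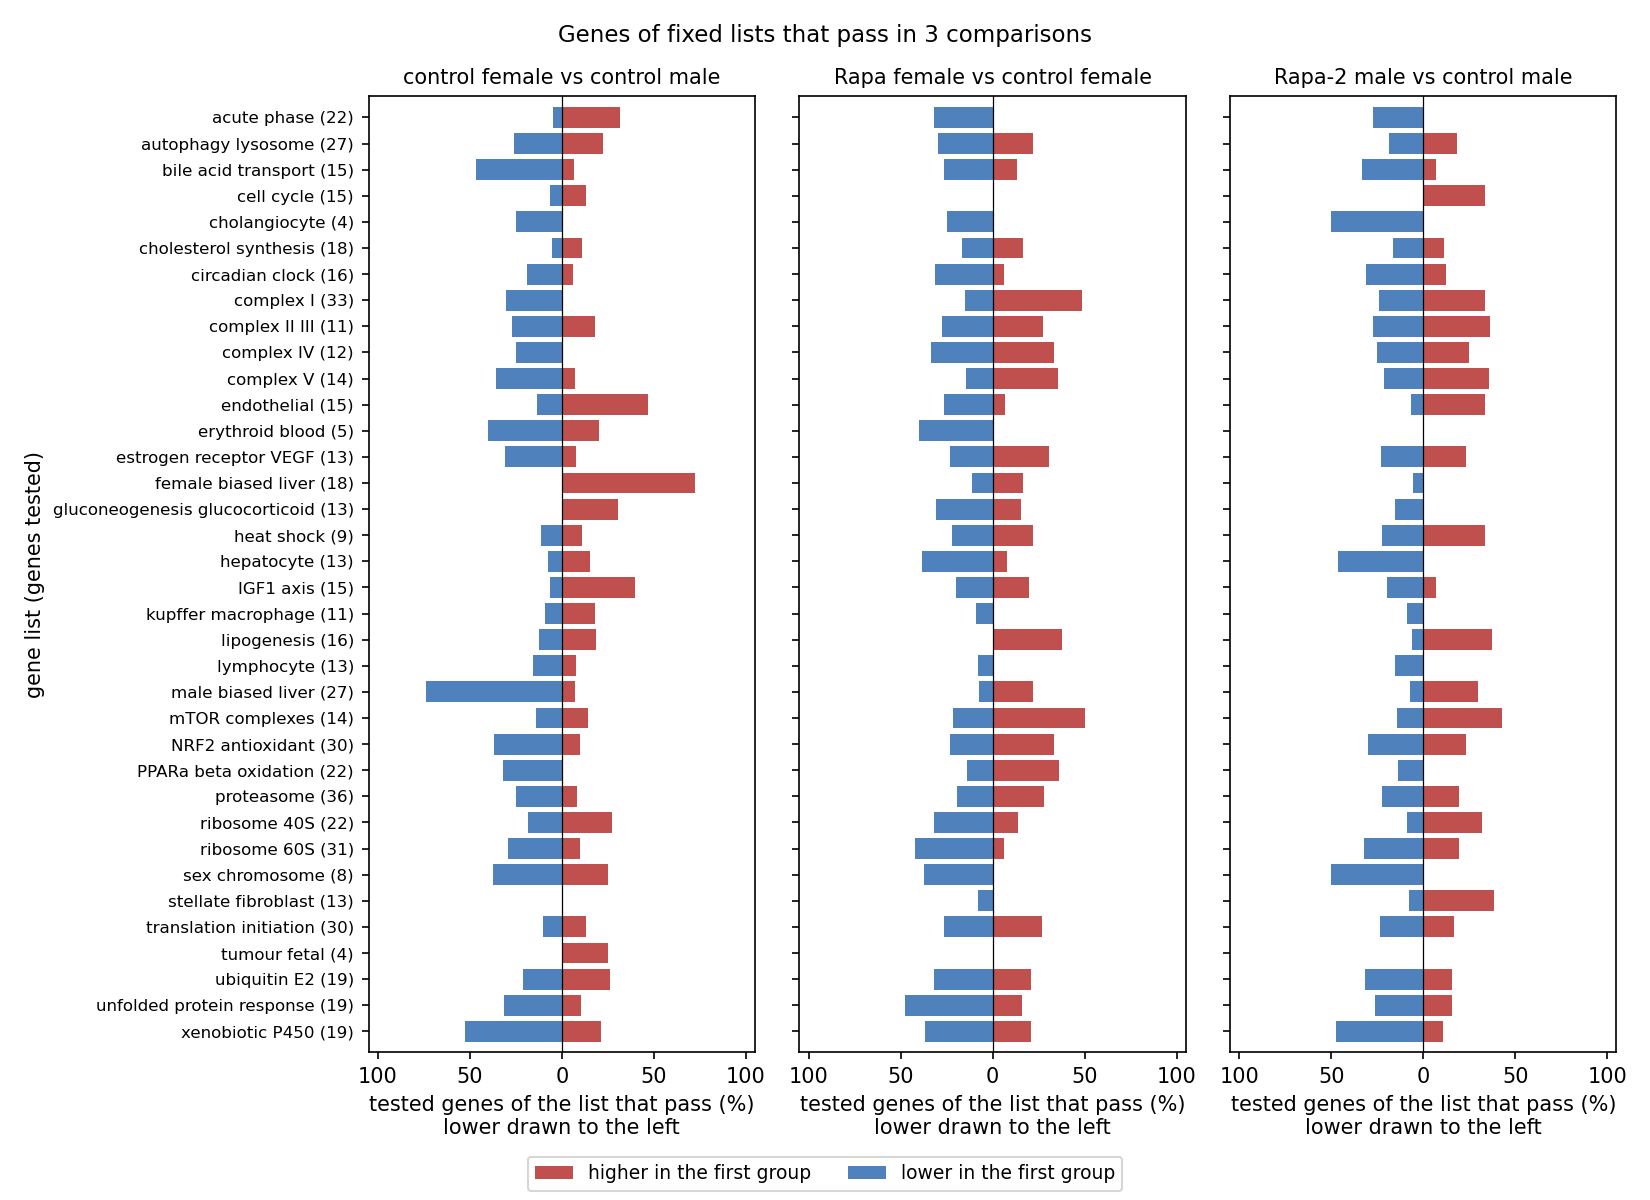
Percent of the tested genes of each fixed list that passed, higher (right) or lower (left) in the first-named group, for control females against control males (16 and 19 arrays), Rapa females against control females (21 and 16) and Rapa-2 males against control males (6 and 19). Male-biased genes are mostly lower in control females, and 13 of 31 large ribosomal subunit genes are lower in Rapa females.

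In the liver of Rapa females, calprotectin genes, several acute phase genes and 13 of 31 large ribosomal subunit genes were lower than in control females, and Cyp2b13, Cyp2b9 and Cyp2b23 were higher. S100a9 and S100a8, which encode the neutrophil protein pair calprotectin, had log2 differences of -2.39 ± 0.57 (SE, adjusted p = 0.00054) and -2.36 ± 0.62 (adjusted p = 0.0015), each with 19 of 21 Rapa arrays under the control mean. The immediate early transcription factor Egr1 was at -1.64 ± 0.25 (adjusted p = 1.2e-06), the endoplasmic reticulum phagy receptor Retreg1 at -1.70 ± 0.19 (adjusted p = 1.5e-09) and the autophagy adaptor Tax1bp1 at -1.53 ± 0.15 (adjusted p = 9.5e-11), the last of these on 21 of 21 arrays. A few of the tested blood cell markers were lower beside these, while most did not pass. Lower were the red cell anion exchanger Slc4a1 (-1.12 ± 0.37), the platelet chemokine Ppbp (-0.67 ± 0.24) and the lymphocyte chemokine Ccl5 (-0.53 ± 0.15). With the share of detected probes as a covariate these genes were at 0.08, 0.20 and 0.01. Lactoferrin, Ltf, was at -1.59 ± 0.59 and Serpina1e, a protease inhibitor, at -1.73 ± 0.59. The largest increases were in Cyp2b13 (2.23 ± 0.65, adjusted p = 0.0037), Cyp2b9 (1.47 ± 0.54) and Cyp2b23 (1.29 ± 0.41), which encode P450 enzymes, and in G0s2, an inhibitor of triglyceride lipase (1.49 ± 0.34, adjusted p = 0.00032). The water channel Aqp8 rose by 1.10 ± 0.25, with its other probe at 1.05. The peroxisomal thiolase Acaa1b rose by 1.14 ± 0.37 and the methyltransferase Inmt by 1.09 ± 0.25.

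Growth hormone and mTOR genes moved in both directions. Igfbp7, which binds insulin-like growth factors, was at -1.48 ± 0.14 (adjusted p = 4.3e-11, 21 of 21 arrays), the cytokine signal inhibitor Socs2 at -1.33 ± 0.22 and the growth hormone receptor Ghr at -0.86 ± 0.13, with its other probe at -1.21. Stat5a rose by 0.47 ± 0.08, and Igf1 was at 0.24 ± 0.07, but at -0.13 with median scaling. Of 15 genes of this axis 3 were higher and 3 lower. Of 14 genes of the mTOR complexes, 7 were higher and 3 lower, against 0 and 4 with median scaling. Rheb, the GTPase that activates mTOR complex 1, was at -0.84 ± 0.08 and Rictor, which defines mTOR complex 2, at -0.68 ± 0.06 (adjusted p = 4.3e-11), while the inhibitor Tsc2 was at 0.46 ± 0.10 and Mtor itself at 0.30 ± 0.07 (adjusted p = 0.00083) but at -0.09 with median scaling. Adjusted p for these lists was 0.616 and 0.561.

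Large ribosomal subunit genes were lower in Rapa females for 13 of 31 members and higher for 2, with Rpl35a at -1.18 ± 0.11, Rpl39 at -1.01 ± 0.13 and Rpl10 at -0.89 ± 0.10 (adjusted p for the list 0.0705). Of 22 small subunit genes 7 were lower and 3 higher, with Rps3 at -0.53 ± 0.07 and its other probe at -0.47. Of 30 translation initiation factors 8 were higher and 8 lower, with Eif3a at -0.98 ± 0.11. Complex I subunits were higher for 16 of 33 members and lower for 5, with Ndufs6 at 0.49 ± 0.06 and Ndufb7 at 0.48 ± 0.08, while median scaling gave 0 higher and 14 lower (adjusted p for the list 0.159). ATP synthase subunits were higher for 5 of 14 and lower for 2, or 0 and 6 with median scaling, and cytochrome c oxidase subunits were higher for 4 of 12 and lower for 4, with Cox6c at -1.35 ± 0.15 and Cox6b1 at 0.57 ± 0.08. Of 16 genes of fatty acid synthesis 6 were higher and none lower, or 0 and 5 with median scaling, among them Thrsp, a lipogenic regulator (0.86 ± 0.36), the desaturase Fads2 (0.68 ± 0.24) and the glucose-responsive factor Mlxipl (0.53 ± 0.11), which were at -0.77, -0.25 and -0.04 with the share of detected probes as a covariate. Of 22 acute phase genes 7 were lower and none higher, with the pentraxin Apcs at -1.19 ± 0.34 and the metallothionein Mt1 at -0.75 ± 0.27. Of 19 genes of the unfolded protein response 9 were lower and 3 higher, with the chaperone Hsp90b1 at -1.22 ± 0.14 and the stress factor Ddit3 at 0.60 ± 0.07. Among NRF2 and antioxidant genes 10 of 30 were higher, such as the glutathione transferase Gstt1 (0.91 ± 0.16), and 7 lower, such as catalase, Cat (-0.89 ± 0.14), against 2 and 12 with median scaling. Autophagy and lysosome genes were lower for 8 of 27 and higher for 6, with the protease Ctsb at -1.23 ± 0.12 and Atg3 at -0.88 ± 0.08. The clock repressor Bhlhe40 was at -1.27 ± 0.09 (adjusted p = 4.0e-13) and 5 of 16 clock genes were lower, 1 higher. Adjusted over the list alone, acute phase genes gave 6 lower and fatty acid synthesis 3 higher, and the counts of the other lists named here did not change. None of these lists passed as a group by camera. By fry 12 of all 38 lists passed in Rapa females, and which ones is not given here.

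In all, 4782 of 12442 transcripts passed between Rapa and control females, 2483 higher and 2299 lower, of 3311 genes. The median size of a passing change was 0.34 on the log2 scale, and 126 transcripts changed by more than 2-fold. Markers of other cell types were mostly without a call. Of 15 endothelial genes 4 were lower and 1 higher, with Lyve1 at -0.61 ± 0.09, and of 13 stellate cell genes 1 was lower, decorin, Dcn (-0.79 ± 0.09, with its other probe at -1.43). The choice of scaling set the direction. With median scaling the median of all tested transcripts was -0.20 instead of 0.03, 1.33% of passing transcripts were higher instead of 51.9%, and the large ribosomal subunit had 0 higher and 28 lower. A minimum of 1.5-fold left 746 transcripts, of which 21.0% were higher. The share of detected probes was 39.9% ± 1.31 (SD) in Rapa females against 43.6% ± 1.86 in control females, and with that share as a covariate 1638 transcripts passed, 1344 of them among the 4782.

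Between all 13 Rapa males and the 19 control males, the largest decreases were in genes of varied function. Hadhb was at -1.51 ± 0.34 (SE, adjusted p = 0.0054), the dehydrogenase Aldh6a1 at -1.42 ± 0.37, Chp1, a calcium-binding protein, at -1.40 ± 0.36 (with its other probes at 0.11 and 0.07), the plasma protein gene Itih2 at -1.34 ± 0.40 (0.13 with the raw array median as a covariate) and mitochondrial isocitrate dehydrogenase, Idh2, at -1.26 ± 0.31. Increases were smaller: the melanin enzyme Dct rose by 0.78 ± 0.19, the zinc and manganese transporter Slc30a10 by 0.61 ± 0.12, and Foxa1, a liver transcription factor, by 0.48 ± 0.14. The spread among Rapa males was wide for the genes that fell. Hadhb had a mean log2 signal of 9.60 ± 1.52 (SD, n = 13) in Rapa males and 11.1 ± 0.35 in control males (n = 19), and 10 of 13 Rapa arrays were under the control mean. The fit takes 1 common variance for both groups, while such genes spread more in the smaller group. Their errors and adjusted p-values may be too small, and no test with unequal variances was run. Rheb (-0.39 ± 0.07) and Atp6v1a, a subunit of the lysosomal proton pump (-0.90 ± 0.16), were under the control mean on 13 of 13 arrays. Of 16 clock genes 4 were lower and 1 higher, with the clock output gene Dbp at -1.23 ± 0.36 (adjusted p for the list 0.0108, and adjusted p = 0.422 with an estimated correlation). Of 22 fatty acid oxidation genes 2 were lower (adjusted p = 0.00525, and adjusted p = 0.770 with an estimated correlation), and of 13 hepatocyte markers 1 was lower, transthyretin, Ttr, at -0.31 ± 0.09 but 0.01 with that covariate (adjusted p for the list 0.0362, and adjusted p = 0.603 with an estimated correlation). Adjusted over the list alone, 5 clock genes were lower and the other counts did not change. In all, 1317 transcripts passed, 381 higher and 936 lower, of 860 genes, and 34 changed by more than 2-fold. With the raw array median as a covariate 20 passed, and with the control males of 1 number run alone 211 or 181. That median was at most 96.8 in Rapa-2 males and at least 113.8 in control and 116.8 in Rapa-1 males. The covariate can therefore take up the Rapa-2 difference, whatever its cause. The number run as a random block left 0 in limma (1718 by unadjusted p), but among Rapa males its blocks are Rapa-1 and Rapa-2 and take up the difference by construction. With median scaling 5.34% of passing transcripts were higher instead of 28.9%, and with background correction 43.8%.

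Rapa-1 males differed little from control males. Of 12442 transcripts 47 passed, 16 higher and 31 lower, of 34 genes, and none changed by more than 2-fold. Dct rose by 0.99 ± 0.21 (SE, adjusted p = 0.035), the steroid dehydrogenase Hsd17b2 by 0.46 ± 0.08 (adjusted p = 0.018) and the fibrinogen chain Fgg by 0.42 ± 0.09. Lower were Pcyt1a, which controls phosphatidylcholine synthesis (-0.62 ± 0.11, adjusted p = 0.018), the ubiquinone-binding protein Coq10b (-0.62 ± 0.13), the heme-binding repressor Bach1 (-0.56 ± 0.10) and the RNA helicase Ddx6 (-0.49 ± 0.09, with its other probes at -0.07 and -0.17), all on 7 of 7 arrays. The acute phase list was higher as a group, with a median log2 difference of 0.47 and Fgg as its 1 passing member (adjusted p = 0.000336, and adjusted p = 0.7995 with an estimated correlation). Cholesterol synthesis was higher (adjusted p = 0.0128) and fatty acid oxidation, endothelial and stellate cell genes lower (adjusted p = 0.00417, 0.0426 and 0.0426) with 0 passing members each, and with an estimated correlation each had adjusted p = 0.7995. By unadjusted p these lists had 5, 3, 3 and 1 members in the direction of the list, and adjusted over the list alone 0, 0, 0 and 1. Control males M716 to M730 alone as the reference left 0 passing transcripts (1093 by unadjusted p), as did median scaling (1686).

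Rapa-2 males differed from control males in 4516 transcripts of 3133 genes, 2597 higher and 1919 lower, and the large changes were decreases. The plasma protein gene Itih2 was at -3.19 ± 0.11 (SE, adjusted p = 3.2e-18), Aldh6a1 at -3.11 ± 0.13, Hadhb at -3.07 ± 0.14, Ctnnb1, which encodes beta-catenin, at -2.70 ± 0.07 (with its other probe at -1.31) and Idh2 at -2.69 ± 0.09, each on 6 of 6 arrays. Chp1, a calcineurin-like calcium-binding protein, was at -3.05 ± 0.12 while its other probes were at 0.26 and 0.20. The largest increases were near 1 on the log2 scale: the pseudogene Serpina4-ps1 rose by 1.24 ± 0.35, the lipase regulator Angptl8 by 1.16 ± 0.33, Thrsp by 1.14 ± 0.44, Aqp8 by 1.11 ± 0.38 (with its other probe at 1.16), Mup21 by 1.08 ± 0.42 and the cytokine signal inhibitor Cish by 1.01 ± 0.35. A change of more than 2-fold was found for 474 transcripts, and a minimum of 1.5-fold left 967, of which 6.51% were higher.

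The counts of the functional groups below stand beside a share of 36.3% of all tested transcripts that passed. Of 19 drug-metabolizing P450 genes and receptors 9 were lower and 2 higher, with Cyp2c50 at -1.81 ± 0.16 and Cyp2c55 at 0.94 ± 0.20 (adjusted p for the list 0.0421, and adjusted p = 0.788 with an estimated correlation). Of 13 hepatocyte markers 6 were lower and none higher, with Ttr at -0.70 ± 0.06 and the factor Hnf4a at -0.42 ± 0.13, and of 16 clock genes 5 were lower and 2 higher, with Bhlhe40 at -2.18 ± 0.13, each list with the same adjusted p-values as the P450 genes. In the bile acid group, 5 of 15 were lower and 1 higher, with Baat at -2.56 ± 0.12 and Slco1b2 at -2.04 ± 0.14 (adjusted p = 0.0803). Complex I subunits were split, 11 of 33 higher and 8 lower, with Ndufb9 at -1.71 ± 0.15, and the list had a median of 0.09 and a downward test (adjusted p = 0.614). Large ribosomal subunit genes were lower for 10 of 31 and higher for 6, with Rpl35a at -1.94 ± 0.09, and fatty acid synthesis genes were higher for 6 of 16 and lower for 1, with Acly, the citrate lyase, at 0.81 ± 0.24 and Me1, malic enzyme, at -1.78 ± 0.31. Igfbp7 was at -2.004 ± 0.10, Rheb at -0.57 ± 0.07, Rictor at -0.44 ± 0.06 and Mtor at 0.26 ± 0.06. Of 13 stellate cell markers 5 were higher and 1 lower, and of 15 endothelial markers 5 and 1. Adjusted over the list alone, stellate cell genes gave 6 higher and the counts of the other lists named here did not change. The group stood apart in brightness as well, by a difference in median raw signal of -34.6 from Rapa-1 males. With median scaling 34.8% of passing transcripts were higher instead of 57.5%.

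The probes of 1 gene often differed in Rapa-2 males. Of 1522 genes with 2 tested probes, 280 had a log2 difference over 0.5 in size on at least 1 probe, and in 134 of these, 47.9% (95% Wilson interval 42.1 to 53.7), both probes had the same sign. Where both probes passed, the sign was the same for 208 of 297 genes in Rapa-2 males (70.0%), 261 of 321 in Rapa females (81.3%) and 235 of 290 between the sexes (81.03%). For genes over 0.5 on 1 probe the share was 72.3% (66.3 to 77.6) between Rapa and control females, 66.2% (60.3 to 71.6) between control females and males, and 14 of 14 genes between Rapa-1 and control males. Across all 1522 genes the correlation of the log2 differences of both probes was r = 0.22 (rho = 0.29) for Rapa-2 males, 0.40 (0.41) for Rapa females, 0.36 (0.41) for the sexes and 0.62 (0.51) for Rapa-1 males. For 228 genes with both probes over 9 on the log2 scale, rho was 0.49 in Rapa-2 males and 0.48 in Rapa females, and where both passed the sign was the same for 43 of 54 and 68 of 81 genes. Genes are not independent replicates, so no p is given. The intervals treat genes as independent, so they are likely too narrow and do not measure the spread between animals. Within groups, deviations of single arrays from their group mean correlated between the probes of a gene with a median r of 0.68 in Rapa-2 males, 0.70 in control males and 0.54 in Rapa females.

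**Figure D3:**
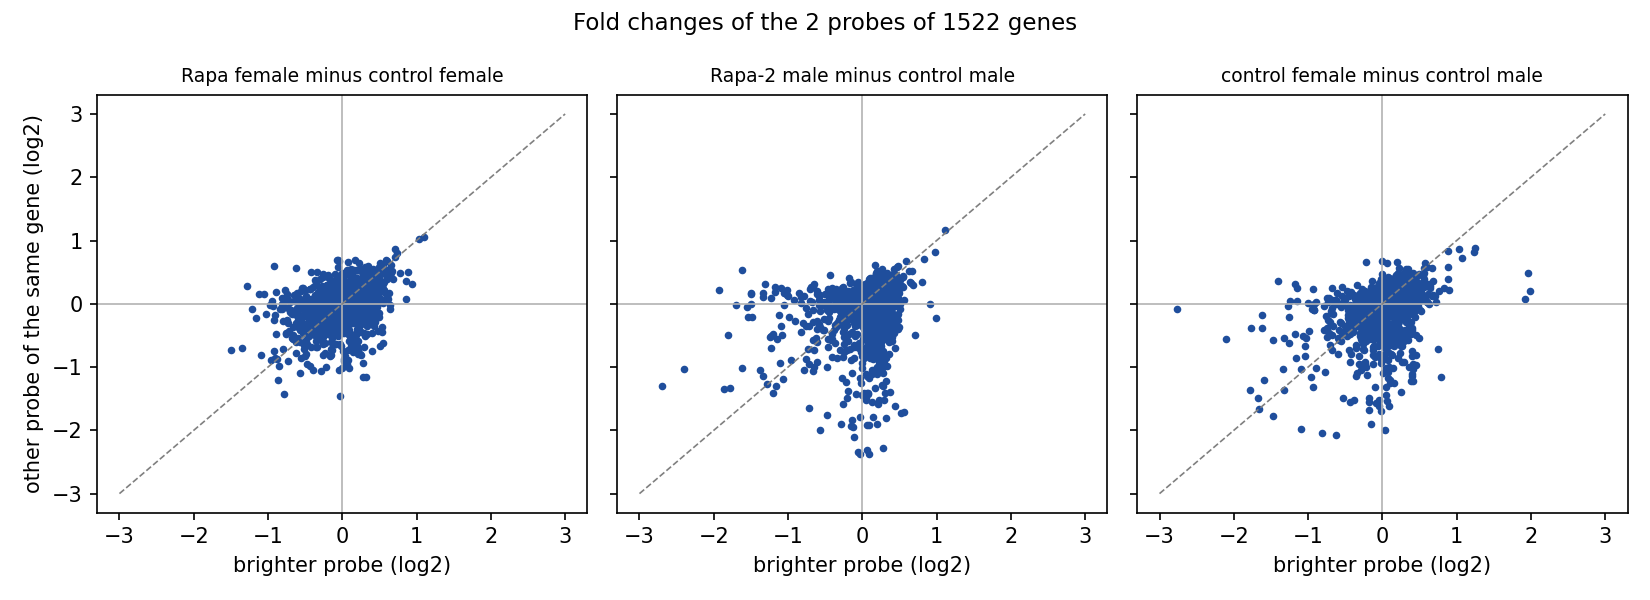
Log2 difference on the brighter probe against that on the other probe of the same gene, for 1522 genes with 2 tested probes, in 3 comparisons; the dashed line marks equal values. In Rapa-2 males many genes have a large decrease on 1 probe and a value near 0 on the other.

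Rapa-2 males and Rapa females shared changes. Transcripts that passed in both comparisons in the same direction numbered 2480, 1187 higher and 1293 lower, where 518.3 and 354.6 would be shared by independent lists, and 67 passed in opposite directions. The shared ones were 54.9% of those passing in Rapa-2 males, 45.7% of the higher and 67.4% of the lower. Both comparisons use separate control arrays, and the log2 differences correlated across probes with r = 0.62. Baat, Slco1b2, Igfbp7, Bhlhe40, Ctsb and Rpl35a were lower in both, and Aqp8 and Thrsp higher in both. Rapa-1 males and Rapa females shared 17 transcripts, 4 higher and 13 lower, where 3.19 and 5.73 would be expected, with r = -0.03 across probes. Rapa-2 males also shared 2068 transcripts with the difference of control females from control males, which holds no rapamycin. Of these, 735 were higher and 1333 lower (69.5% of the lower in Rapa-2 males), where 506.4 and 309.6 would be expected, and r was 0.62. The shared higher ones were 28.3% of the higher in Rapa-2 males, and 201 passed in opposite directions. The control males enter both sides there, which can raise this overlap. These counts do not settle whether the overlap with Rapa females comes from the diet. Background correction gave 3768 shared transcripts for Rapa-2 males and Rapa females, and median scaling 1549.

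The Rapa minus control difference differed between the sexes for 2543 transcripts of 1770 genes, with all 13 Rapa males in the model. Of these, 1390 were more positive in females and 1153 more negative. Number order follows the diet in each sex, so these differences are not shown to come from the diet. Complex I subunits were more positive in females for 11 of 33 and more negative for 1, or 1 and 3 with median scaling (adjusted p = 0.000237), and fatty acid oxidation genes were more positive for 6 of 22 and more negative for 0, or 1 and 0 with median scaling (adjusted p = 0.000237). Large ribosomal subunit genes were more negative for 10 of 31 and more positive for 0, or 25 and 0 with median scaling (adjusted p = 0.0124), and small subunit genes more negative for 7 of 22 and more positive for 1, or 13 and 0 (adjusted p = 0.0219). The acute phase list was more negative with 2 of 22 genes passing, or 10 with median scaling (adjusted p = 0.0219). With an estimated correlation each of these had adjusted p = 0.864. Adjusted over the list alone, 15 complex I genes and 8 fatty acid oxidation genes were more positive, and 10 large and 10 small subunit genes and 1 acute phase gene more negative. Without the Rapa-2 males 4528 transcripts passed, 2152 of them among the 2543, and without the Rapa-1 males 2439, of which 986 were among the 2543. With median scaling 4253 passed, of which 6.87% were more positive in females instead of 54.7%.

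Rapa-2 males lay near the females on most sex-biased transcripts, but not on the established sex-dependent liver genes. For 343 sex-biased transcripts outside the fixed sex lists, the median share of the sex difference that Rapa-2 males had moved from control males towards control females was 1.09 (quartiles 0.933 to 1.23), and 286 of them passed in that direction. Of the 343, 317 were lower in females. Arrays of control females and of Rapa-2 males were both dimmer than those of control males, and whether brightness moved these transcripts was not tested. For the 25 sex-biased members of the male-biased and female-biased lists the median share was -0.258 (quartiles -0.297 to -0.0733). Of these, 1 passed towards females, the glucuronosyltransferase Ugt2b1 (-2.25 ± 0.23), and 3 away from them, Mup21, the hydrolase Nudt7 (0.67) and Gstp1 (0.55). Cyp2d9 was at -0.12 (adjusted p = 0.716), Cyp17a1 at -0.85 (adjusted p = 0.186) and A1bg at 0.30 (adjusted p = 0.201). In Rapa-1 males the median shares were -0.0440 and -0.0545. The control males enter both sides of this comparison. With odd-numbered control males on one side and even-numbered ones on the other, the shares in Rapa-2 males were 1.06 and -0.203, and the correlation of Rapa-2 and sex differences across probes was 0.60 instead of 0.62. The covariance was 0.0970 with the control males divided, and a simulation without any effect and with shared controls gave a covariance of 0.00285 and a correlation of 0.33.

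**Figure D4:**
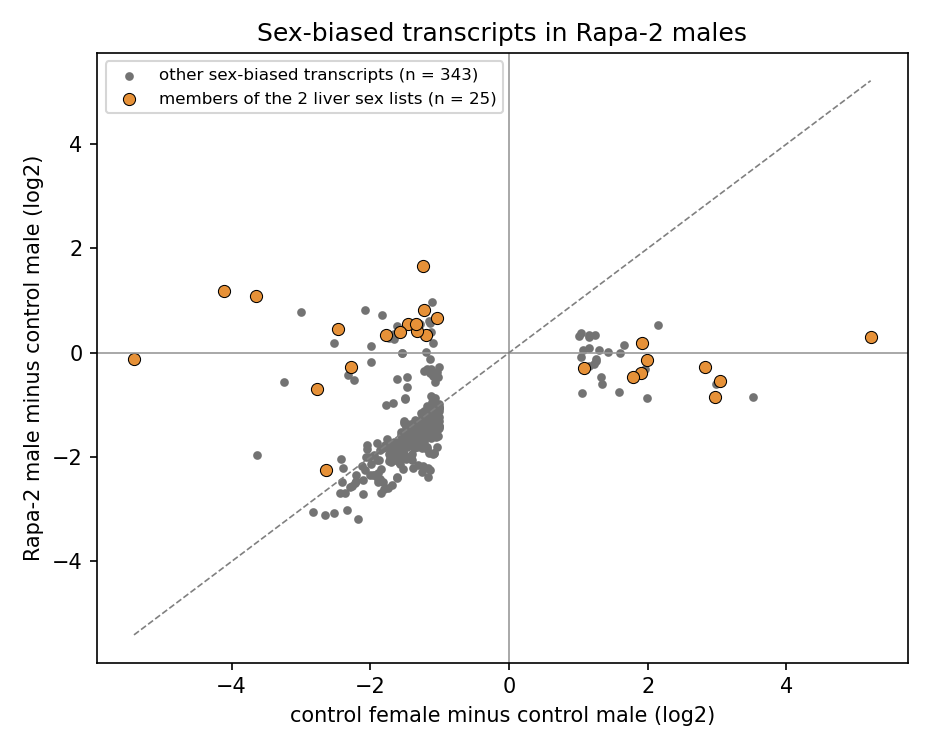
Sex difference in controls (log2, control female minus control male) against the difference of Rapa-2 males from control males (log2), 1 point per sex-biased transcript, with 25 members of the liver sex lists and 343 other transcripts; the dashed line marks equal values. The other transcripts follow the line on the side lower in females, and the list members lie around 0.

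Sex chromosome genes placed the Rapa-2 males with the males on Xist and between the sexes on Eif2s3y. Xist differed from control males by -0.01 ± 0.04 (SE, adjusted p = 0.827) and by 0.02 on its other probe, and no Rapa-2 array came within 0.33 of the lowest control female on the nearer probe. The Rapa females overlapped the Rapa-2 males in Xist on that probe (lowest 6.90 against highest 6.96) and not on the other (7.41 against 6.74). Eif2s3y was at -1.77 ± 0.09 (adjusted p = 8.9e-15), with the lowest Rapa-2 array at 6.85 and the highest control female at 6.59. The Y-linked gene Kdm5d was at -0.43 ± 0.05, with a mean signal of 6.54 in Rapa-2 males and 6.50 in control females, and the X-linked helicase gene Ddx3x at -1.14 ± 0.08 while it was also lower in control females (-0.86 ± 0.06). The list of 8 sex chromosome genes had 4 lower in Rapa-2 males and 0 higher, with the same counts adjusted over the list alone (adjusted p = 0.00258, and adjusted p = 0.140 with an estimated correlation).

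**Figure D5:**
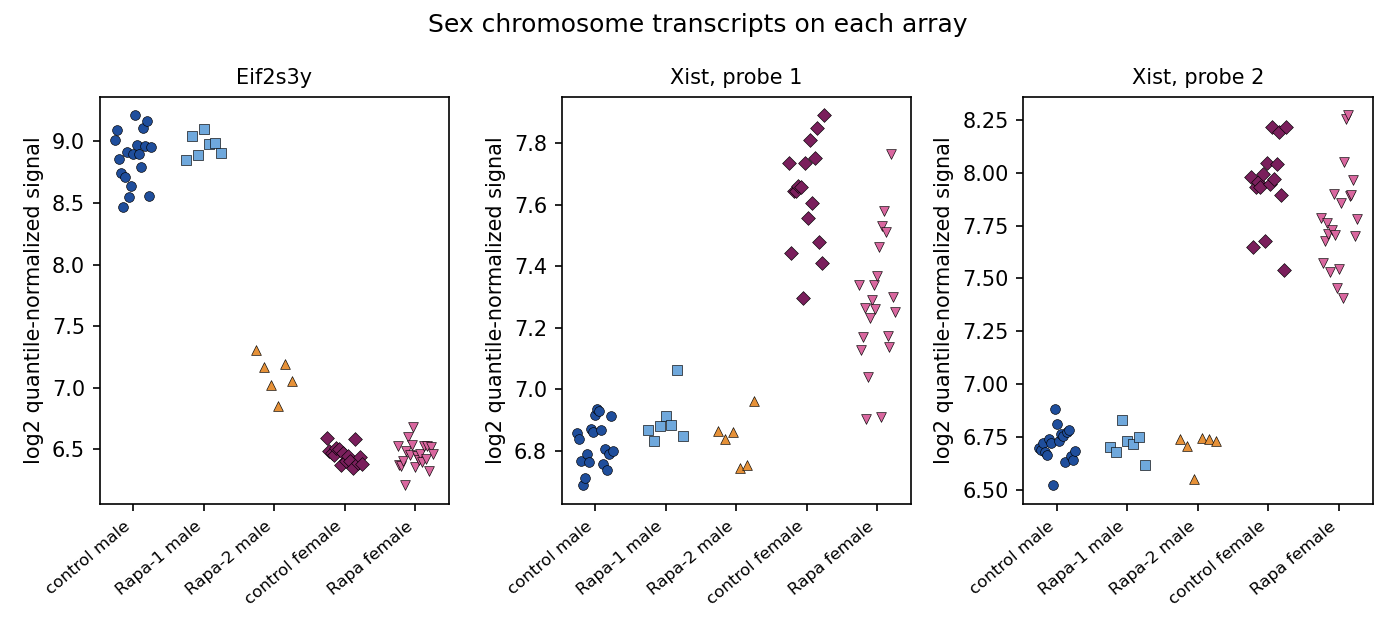
Log2 quantile-normalized signal of Eif2s3y and of both Xist probes, 1 point per array, by group (19 control males, 7 Rapa-1 males, 6 Rapa-2 males, 16 control females and 21 Rapa females). Rapa-2 males lie with the other males on Xist and below them on Eif2s3y.

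The genes that the study names as changed were chosen by it on these arrays, so their direction here is not independent evidence. For some of them the study also reports quantitative PCR, which was not used here. By that measure it gives Esr1, Sra1, Kat2b, Stat3, Pck1 and Glrx2 as lower in Rapa-2 males and Rapa females. It gives Cyc1 and Cyb5r3 as higher. Of 33 tested genes named as lower with rapamycin, 24 were lower and 1 higher in Rapa females (adjusted p = 2.6e-08, and adjusted p = 0.172 with an estimated correlation), 25 and 1 adjusted over the list alone. In Rapa-2 males 23 were lower and 2 higher, with the same counts adjusted over the list alone (adjusted p = 1.5e-11, and adjusted p = 0.000181 with an estimated correlation), and in all Rapa males 11 were lower, 13 adjusted over the list alone (adjusted p = 3.0e-08, and adjusted p = 0.422 with an estimated correlation). In Rapa-1 males 0 passed, both over all transcripts and adjusted over the list alone, and 8 did by unadjusted p, 5 of them higher and 3 lower (adjusted p for the list 0.939). The gene that was higher in Rapa females was Sra1, a steroid receptor coactivator (0.55 ± 0.08), whose other probe was at -0.62. In Rapa-2 males the acetyltransferase Kat2b (0.26 ± 0.06) and the proteasome chaperone Psmd10 (0.37 ± 0.07) were higher, with the other probe of Kat2b at -0.27 and those of Psmd10 at 0.03 and -0.81. Vegfa, the vascular growth factor, was at -1.28 ± 0.12 in Rapa females and -1.62 ± 0.10 in Rapa-2 males, with its other probe at 0.27 and 0.53. The growth factor receptor Flt1 was at -0.85 ± 0.10 in Rapa females and -0.45 ± 0.09 in Rapa-2 males, and the estrogen receptor gene Esr1 at -0.28 ± 0.05 and -0.98 ± 0.09. In control females, too, 16 of the 33 were lower than in control males and 4 higher (adjusted p = 9.6e-05, and adjusted p = 0.147 with an estimated correlation). Of 9 tested genes named as higher, 7 passed in Rapa females and 4 in Rapa-2 males, all higher, and with median scaling 2 were lower and 0 higher in Rapa females (adjusted p = 0.107 and 0.248). Adjusted over the list alone the counts were 7 and 5. In the interaction of diet and sex, 8 of the 33 were more negative in females and 1 more positive, 10 and 1 adjusted over the list alone and 21 and 1 with median scaling (adjusted p = 0.0219, and adjusted p = 0.864 with an estimated correlation).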

Values the study reported

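On the same arrays the paper counts 4761 altered transcripts in Rapa females, 2504 of them up and 2257 down. For all Rapa males it gives 288, with 159 up and 129 down. It gives 28 for Rapa-1 (9 up, 19 down) and 4042 for Rapa-2 (2092 up, 1950 down). Of the Rapa-2 transcripts, it lists 2498 as altered also in Rapa females, 1178 up and 1320 down. Between control sexes it finds 372 transcripts, 333 higher in males and 39 in females.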

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

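The bounds of the tests here were set before their own results were seen, but those on the covariates and on the other probes of sex-biased transcripts were set after related values had been seen. The random block and the covariates were added after the data were seen.

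The Rapa minus control difference differed between males and females for 2543 transcripts by the interaction term, which is why it is listed here. Of the Rapa-1 and Rapa-2 males, a few single arrays lay far from the rest of their group: Rapa-2 male 2 in median raw signal (96.8) and in the signal where the brightest 0.1% of probes begin (28799.8), and Rapa-2 male 4 on the second principal component (18.94). Chance gives such a distance in about 1 in 20 groups, and 12 array values were tested. Groups of more than 10 arrays were not tested for this, and they hold distant arrays too: the brightest 0.1% began at 12742.4 in Rapa female 6 and at 17560.6 or more in the others, and on the first principal component Rapa females 1 and 2 lay at 13.59 and 15.69 and the others at 26.11 or more.

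Each count was set against other splits of the same arrays, 100 with the real one. Chance among freely exchanged arrays can be excluded for Rapa females (4782 transcripts, at most 1118 in the other splits) and all Rapa males (1317, at most 32). The same holds for the sexes (4433, at most 15.4% of that number). In each, 1 split, the real one, gave as many. So it was for the interaction (2543, at most 4), but there diet labels were exchanged within each sex. Such splits remove every diet difference and do not test the interaction alone. None of the splits keeps the runs of animal numbers together, and 650 transcripts passed between the runs of control females. Chance differences between runs are therefore not excluded. With the raw array median as a covariate 20 transcripts were left for all Rapa males, but that median parts Rapa-2 from all other males and can take up their difference. For Rapa-2 males 4516 passed and at most 958 in the other splits, again 1 split with as many. For Rapa-1 males 47 passed and at most 88, with 2 splits giving as many. Since the study formed Rapa-1 and Rapa-2 from these values, free splits are no measure of chance for either group, and chance is not excluded here for them.

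Rapa-2 males stand apart from Rapa-1 males although the labels give both the same diet. The tables argue against arrays of females under a male label, since on Xist the highest Rapa-2 array was 0.334 below the lowest control female on the nearer probe, but the bound set for Y-linked genes was met by Eif2s3y alone: Kdm5d was near the control female level (6.54 against 6.50), and the Uty probe did not part the control sexes (7.08 in males, 7.05 in females). Array brightness and the dynamic range of the scan are candidate explanations, as 6 of 6 Rapa-2 arrays lay outside the range of control and Rapa-1 males in median signal and 6 of 6 outside that of control males in the brightest 0.1%, and so is labelling or RNA processing with a probe-specific response, as both probes of a gene correlated with r = 0.216 across genes. A batch of hybridization and the run of animal numbers cannot be told apart from the groups: 0.328% of never-detected probes passed, but these lie near the floor (75th percentile 6.59 on the log2 scale, against a 25th percentile of 7.12 for tested probes), and limma found 0 transcripts between the runs of control males (640 by unadjusted p, 0 by a pairwise test with pooled variance), but those runs overlap in brightness, unlike Rapa-1 and Rapa-2. A different response of these animals to rapamycin stays open and was not tested here, and the study measured more of the drug in the livers of Rapa-2 than of Rapa-1 males, a measurement not used here.

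Rapa females stand apart from control females in 4782 transcripts. Labelling or RNA processing with a probe-specific response may account for part, as the probes of a gene correlated with r = 0.403 across genes, although 261 of 321 genes with both probes passing had the same sign. That r cannot decide it, since no comparison known to be free of processing effects was at hand. Between the control sexes r was 0.363, and in Rapa-1 males 0.623. The signal level of the arrays stays open: of the 4782, 4562 still passed with the raw median as a covariate, but that median differs between the groups by 0.290 SD and so could remove little, 3605 passed with the signal where the brightest 0.1% begin (75.4%), and 1344 with the share of detected probes (28.1%), a share that correlates with diet at r = -0.775 and cannot be told apart from it. The run of animal numbers cannot be told apart from the diet either: 650 transcripts passed between the runs of control females (2816 by unadjusted p, 553 by a pairwise test with pooled variance), and 0% of never-detected probes passed between Rapa and control females, again near the floor. An effect of rapamycin stays open as well. The paper also reports quantitative PCR for some genes in Rapa females. In other females fed the drug for a shorter time, it found part of the transcripts changed in similar directions. Neither measurement was used here.

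Rapa-2 males lie towards the females on sex-biased transcripts. A loss of the male pattern of liver gene expression under rapamycin is argued against as the cause for the known sex genes, since members of the fixed sex lists had a median share of -0.258 where other sex-biased transcripts had 1.09. A probe-specific signal shift was tested on the other probes of 139 of the other sex-biased transcripts and was left open. The median difference between the control sexes was 1.3 on the first probe and 0.17 on the other, a ratio of 0.134, but first probes were chosen for a large difference, which lowers the ratio, and 8 list members also had a low one (0.389). Of the 343 transcripts outside the lists, 317 were lower in females, whose arrays were dim as well. The brightest 0.1% of probes began at 27751 in control females, 25499 in Rapa-2 males and 39003 in control males. Array brightness as a cause stays open and was not tested for this pattern.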

How the results depend on the processing

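The random block, the covariates, the sets without Rapa females 1 and 2 and the replicate block for all Rapa males were chosen after seeing the data; the cause of a change was not tested unless given. Total counts mostly stayed within 1.5 times in some comparisons: 15 of 17 alternatives for Rapa females (746 to 7047), 13 of 15 for the sexes (1012 to 6856), 12 of 13 for Rapa-2 males (967 to 6158) and 12 of 13 for sex-biased transcripts. They moved further in 8 of 14 for all Rapa males (0 to 2200), 7 of 13 for Rapa-1 males (0 to 194), 4 of 15 for shared transcripts and 2 of 7 for the interaction. The direction and the genes did not hold for Rapa females with median scaling, where 76 were higher and 5646 lower and 2392 of the 4782 were kept.

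A minimum of 1.5-fold by construction leaves fewer: 746 for Rapa females (21.0% higher), 254 for all Rapa males (1.97%), 3 for Rapa-1, 967 for Rapa-2 (6.51%), 1012 for the sexes (25%) and 386 shared. With no fold minimum there were 2200 for all Rapa males, 6856 for the sexes and 4066 shared. Background correction gave 2120 for all Rapa males, 809 sex-biased and 3768 shared. Median scaling gave 0 for Rapa-1, 4253 for the interaction and 1549 shared. For all Rapa males, control males of the low number run alone gave 211, those of the high run 181, the random block 0 (1718 by unadjusted p in limma), where the blocks of Rapa males are Rapa-1 and Rapa-2 and so by construction take up the difference, and the raw median as covariate 20, of which 15 were among the 1317. The raw median also parts Rapa-2 from all other males and can take up their difference. The replicate block gave 79 for all Rapa males, 65 of them among the 1317. For Rapa-1, no detection filter gave 15, 1 model of all arrays 13, the replicate block 0 (1556 by unadjusted p), control males of the high run 0 and the random block 194. For Rapa females the share of detected probes as covariate gave 1638, and that share is close to the division by diet. Without the Rapa-2 males the interaction gave 4528, and without the Rapa-1 males 2439, of which 986 were among the 2543. The consensus correlation of the random block was 0.088 for Rapa females, 0.233 for all Rapa males, -0.034 for Rapa-1, -0.033 for Rapa-2 and 0.053 for the sexes.

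Gene lists passing by camera numbered 1 for Rapa females (0 with an estimated correlation, 12 by fry), 5 for Rapa-2 (1 and 19), 5 for Rapa-1 (0 and 0), 8 for the sexes (0 and 23) and 6 for the interaction (0 and 0), and 4 for all Rapa males (0 with an estimated correlation, 5 by fry). The study chose 1 of these lists, the genes it names as lower, on these arrays. That list is the 1 of Rapa females, the 1 left in Rapa-2 males with an estimated correlation, and 1 of each other number by camera except that of Rapa-1. Fry asks only whether genes move 1 way on balance.

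Single genes changed sign in these cases: with median scaling, Igf1 (-0.13) and Mtor (-0.091) in Rapa females and Xist in Rapa-2 males (0.0042), which was at 0.00302 with the replicate block; with the raw median as covariate, Itih2 (0.13) and Ttr (0.011) in all Rapa males; with the detected share as covariate, in Rapa females, Thrsp (-0.77), Fads2 (-0.25), Mlxipl (-0.042), Acads (-0.090), Slc4a1 (0.077), Ppbp (0.20) and Ccl5 (0.0072); with control males of the low run, Cyp2d9 in Rapa-2 males (0.0039). Chips as a block could not be fitted, since no chip is named. Same-numbered arrays were less alike than others in 4 comparisons (mean r -0.0895 for Rapa females, -0.0475 for all Rapa males, -0.0529 for Rapa-1 and -0.0549 for Rapa-2) and slightly more alike between the sexes (mean r 0.0879 against 0.000748), where single pairs went down to -0.526, so the numbers were not taken to pair the animals. Signal near the background limits the never-detected probes, and the number of arrays the precision.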

Other observations

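The tests named here were planned, except the fit with the share of detected probes as a covariate, which was added after the data were seen. The lists were fixed before the data were examined, and no explanation is tested in this part.

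In Rapa females, no list described in this part passed as a group by camera, while most had passing members. Of 36 proteasome genes 10 were higher and 7 lower, against 0 and 22 with median scaling, with the core subunit Psma3 at -1.03 ± 0.09 (SE, 21 of 21 arrays) and the deubiquitinase Psmd14 at -0.57 ± 0.06. Of 19 ubiquitin-conjugating enzymes 6 were lower and 4 higher, with Ube2q1 at -0.79 ± 0.09, and its other probe at -0.28. Of 5 genes of red cells and platelets 2 were lower, of 13 lymphocyte markers 1 and of 11 macrophage markers 1. Of 18 cholesterol synthesis genes 3 were higher, including the regulator Srebf2 (0.53 ± 0.09), and 3 lower, including the isomerase Ebp (-0.63 ± 0.12). Of 13 genes of gluconeogenesis and glucocorticoid response 4 were lower and 2 higher, with G6pc at 0.52 ± 0.18. Of 22 fatty acid oxidation genes 8 were higher and 3 lower, against 0 and 3 with median scaling, with the hormone gene Fgf21 at 0.56 ± 0.19 and the dehydrogenase Acads at 0.55 ± 0.11, but at -0.09 with the share of detected probes as a covariate. The adjusted p-values of these lists were 0.674, 0.561, 0.616, 0.722, 0.561, 0.818, 0.427 and 0.338 in the order given. Male-biased genes were higher for 6 of 27 and lower for 2, female-biased genes for 3 and 2 of 18, with the opposite excess with median scaling (0 and 7, 1 and 6), and 4 of 13 estrogen receptor and VEGF genes were higher and 3 lower, against 0 and 5. Bile acid genes were lower for 4 of 15 and higher for 2, P450 genes lower for 7 of 19 and higher for 4, hepatocyte markers lower for 5 of 13 and higher for 1, complexes II and III 3 each of 11, and heat shock genes 2 each of 9. Of 15 cell cycle genes and 4 tumour and fetal genes 0 passed by limma (3 and 0 by unadjusted p), and 1 of 4 cholangiocyte genes was lower.

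In Rapa-2 males, 5 of 15 cell cycle genes were higher and none lower, with the replication helicase genes Mcm6 at 0.45 ± 0.17 (with its other probes at 0.17, not passing, and -0.60, lower) and Mcm2 at 0.40 ± 0.14, and the matrix genes Sparc (0.64 ± 0.19, with its other probe at 0.34, not passing) and Lum (0.59 ± 0.15) were higher among stellate cell markers. Of 22 acute phase genes 6 were lower, with Apcs at -1.72 ± 0.46 and hepcidin, Hamp, at -1.28 ± 0.15, and of 19 genes of the unfolded protein response 5 were lower and 3 higher, with the co-chaperone Dnajb9 at -2.46 ± 0.16. Adjusted p was 0.417, 0.0803 and 0.111. The respiratory genes Uqcrb (-2.68 ± 0.13), Cox6c (-2.25 ± 0.14) and Atp5a1 (-1.72 ± 0.11) fell, and of 12 cytochrome c oxidase subunits 3 were higher and 3 lower, of 14 ATP synthase subunits 5 and 3. Of 30 NRF2 genes 7 were higher and 9 lower, and of 27 male-biased genes 8 were higher and 2 lower, but 1 and 1 adjusted over the list alone (adjusted p = 0.817).

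The number passing between all Rapa males and control males was 1317 here. It was higher here than in the publication, for a reason that was not found. A test with unequal variances was not tried. The number passing between Rapa-1 males and control males was 47 here, and 15 without the detection filter. With the filter it was higher than in the publication, and without it lower.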
